A study of Drosophila melanogaster with 12 samples. Its data were reported in "Acetyltransferase Enok regulates transposon silencing and piRNA cluster transcription" (2021).

How the data were processed

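ChIP-seq with an antibody against histone H3 and an antibody against H3 acetylated at lysine 23 (H3K23ac) was carried out in ovaries of Drosophila melanogaster in which either enok or, as the control, GFP was knocked down by RNAi at 29 °C with a somatic and a germline driver together. Enok is the acetyltransferase that places most H3K23ac in the fly. The knockdowns are called enok_KD and GFP_KD. The series holds 12 libraries, with 2 replicates of input, H3 and H3K23ac for each knockdown. The 8 H3 and H3K23ac libraries have columns in the tables used here, and the 4 input libraries were not analysed here, so a comparison of H3 with input, which had been planned, was not run.

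Per the study's methods, the authors aligned single-end reads to the UCSC dm3 genome with Bowtie2, allowed no mismatch and kept only reads with a unique position. The authors then deposited read counts per piRNA cluster and per transposon element, which are whole numbers, not normalized and not pooled over replicates. How duplicate reads were treated, which program counted the reads and which repeat annotation was used is not stated. Because unique reads alone were kept, repeats with many identical copies are represented by their diverged copies, and a read of a transposon that lies inside a cluster could enter both tables. The tables of clusters also carry the authors' own comparison of enok_KD with GFP_KD for each antibody separately. Its deposited columns are a mean signal (counts divided by DESeq2 size factors), a log2 fold change with its standard error, a Wald score, and a p-value before and after adjustment, all from DESeq2 run by the authors. These columns were copied and are named as the authors' where they are used. No column of per-library values was left without a library (0 unmapped columns in 4 tables). Positions of clusters are those of the tables, in dm3. Gene annotation of that build was not used here, so genes within clusters are not named.

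Counts of both antibodies were joined by cluster or element, and the 2 kinds of feature were analysed separately. A feature was tested when its mean count over the 8 libraries was at least 10, which kept 93 of 142 clusters and 203 of 215 transposon elements. The median mean count was 188.5 per cluster and 578.25 per element. Library sizes were scaled with TMM factors, which ranged from 0.687 to 1.33 for clusters and from 0.903 to 1.10 for transposons. TMM sets the typical feature of a table to no difference, so a change is a change relative to the other clusters or elements, and a loss of H3K23ac shared by all of them would not be seen.

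Differences were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), with 4 group means and no covariate. The main comparison was the interaction, that is, the difference between enok_KD and GFP_KD in the log2 ratio of H3K23ac to H3. H3 alone, H3K23ac alone, and the ratio within GFP_KD were contrasts of the same fit. P-values were adjusted by the Benjamini-Hochberg method over the features tested, and a feature was counted as higher or lower at an adjusted p-value under 0.05. A stricter definition of a decrease, taken over from the study, also required a log2 fold change below −1. Log2 ratios per replicate were calculated from normalised counts with an offset of 0.5 and are given as mean ± SD (n = 2). Each ratio pairs H3 and H3K23ac of the same replicate number, a pairing the study does not state. The SDs and the separation of replicates depend on it. Fold changes are given with the standard error of the fit. The biological coefficient of variation was 0.0657 for clusters and 0.129 for transposons. For the clusters the moderation used an infinite prior degree of freedom, that is, all clusters shared 1 trend of the quasi-dispersion. No group has more than 2 replicates, so an exact two-sided test of 1 feature cannot go below p = 0.333, and every p-value rests on spread borrowed across features.

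Lists of features were tested with camera (preset correlation 0.01, and again with an estimated correlation) and with fry in limma 3.58.1. Camera compares a list with the other features, whereas fry asks whether the members of the list changed at all. The median of a list was also placed among 10000 random lists of the same size matched on mean count. The lists, the tests and the alternatives were fixed before the data were examined, except where the text says otherwise. The lists came from the study's text. They were the clusters with lower RNA in enok mutants (clusters 1, 5, 29, 78, 131 and 137), the clusters that the study selected for labelling as having severely lower piRNAs (clusters 1, 5, 11, 29, 33, 42 and 78), which are not all clusters with fewer piRNAs, and the transposon families with higher RNA, none of them chosen on these libraries. Of the 7 families, 6 matched 9 elements by name. GATE matched no element name and was left out, although the class label of the element BATUMI_I (LTR/GATE) names it. Features named in the text were cluster 1 (42AB), cluster 2, the members of the lists, and by rule up to 5 highest and 5 lowest past the threshold in the main comparison whose replicates did not overlap, and up to 3 highest and 3 lowest in each other comparison.

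The edgeR procedure was tested on simulated counts drawn from the means and library sizes of the real features. Over 20 simulations with 20 of 93 clusters changed by 1 on the log2 scale, 75.5% were recovered and 5.33% of those called were false. Over 20 simulations with 40 of 203 transposon elements changed, the values were 70.8% and 3.41%. The simulated libraries were drawn independently, with the same spread in every group and no change of H3. In the real libraries enok_KD replicates spread more than GFP_KD replicates, so these rates need not hold for them. Alternatives covered the scaling (DESeq2 size factors, total counts, and factors taken from the other table), the count filter (none, or a mean of at least 100), the test (the Wald test of DESeq2 1.42.0), the replicate number as a block, and each replicate of a knockdown left out in turn, with both antibodies. A block within each knockdown, which pairs H3 with H3K23ac by number, was an alternative too. The study gives the ovaries per replicate for both antibodies together and there is 1 input per number, but it does not state that the antibodies shared chromatin, so the main fit kept no block. Voom with quality weights per group, a block with crossed replicate numbers, and set tests with the block within each knockdown were added after the data had been seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The enok transcript is not measured by these tables, so the depth of the knockdown was not checked here.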

Results

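H3 and H3K23ac were profiled by ChIP-seq in enok_KD and GFP_KD ovaries to ask whether the acetyl mark placed by Enok is lost at piRNA clusters, the loci from which piRNA precursors are transcribed, and at transposons, which piRNAs silence. There were 4 groups of 2 libraries (H3 and H3K23ac in each knockdown). The total count per library was 49811 to 72946 for H3 and 22774 to 34324 for H3K23ac over 142 piRNA clusters, and 411139 to 628808 for H3 and 199303 to 370429 for H3K23ac over 215 transposon elements. The enok_KD H3K23ac replicate 1 library was the smallest in both tables. Of the clusters, 96 had reads, 93 were tested and 63 had a mean of at least 100 counts, while the remaining 46 had 0 reads in every library. Of the transposon elements, 203 were tested. A single cluster, cluster 92, took 25.5% and 25.1% of the cluster reads in the GFP_KD H3K23ac replicates and 38.1% and 43.1% in the enok_KD H3K23ac replicates, as compared with 21.6% and 21.2% for H3 in GFP_KD and 19.2% and 18.8% for H3 in enok_KD.

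Replicates ranked the features alike, with Spearman coefficients between 0.976 and 0.998 across features, which are not independent replicates. The spread differed between the knockdowns. Over clusters, the chi-square statistic per degree of freedom between replicates was 1.68 for H3 and 1.20 for H3K23ac in GFP_KD, as compared with 5.42 for H3 and 4.62 for H3K23ac in enok_KD. Over transposons these values were 5.52 and 2.72 in GFP_KD and 49.6 and 38.9 in enok_KD. The GFP_KD H3K23ac replicates did not differ beyond counting noise over clusters (chi-square p = 0.0929) but did so over transposons (chi-square p = 8.99e-34), so each was kept as a separate replicate.

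The main comparison asked whether the ratio of H3K23ac to H3 at piRNA clusters changed upon enok knockdown. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 12 of 93 clusters passed an adjusted p-value of 0.05, of which 8 were lower and 4 were higher in enok_KD. At an unadjusted p-value under 0.05 there were 20 clusters, 14 lower and 6 higher. The median log2 fold change over all clusters was −0.026, and clusters from the 10th to the 90th percentile ranged from −0.77 to 0.49. Only 2 clusters, 9 and 24, met the stricter definition of a decrease (log2 fold change below −1 in addition to the adjusted p-value). The alternative that moved the comparison most was scaling by total counts, under which 18 clusters passed, 17 lower and 1 higher, and 6 met the stricter definition. That scaling moved the median of all clusters by −0.21. With a mean of at least 100 counts required, 8 clusters passed, 3 lower and 5 higher. In 48 of 93 clusters (51.6%) both enok_KD ratios lay on the same side of both GFP_KD ratios, 21 above and 27 below, where chance gives 33.3%. All 12 clusters past the threshold were among these. Clusters are not independent and the ratios pair libraries by number, so the percentage is not a test.

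Cluster 9 (chromosome X, 21759393 to 21844063, dm3) showed the largest decrease by fitted log2 fold change among the clusters past the threshold. Its log2 ratio of H3K23ac to H3 fell from −1.56 ± 0.048 in GFP_KD to −2.81 ± 0.23 in enok_KD (mean ± SD, n = 2), with a fitted log2 fold change of −1.25 ± 0.17 (SE; edgeR adjusted p = 5.91e-11). The H3 counts there were 6925 and 7292 in GFP_KD and 8552 and 10242 in enok_KD, and the H3K23ac counts were 846 and 655 in GFP_KD and 375 and 504 in enok_KD. Cluster 24 (3LHet, 163582 to 206577) changed from −0.12 ± 0.052 to −1.47 ± 0.55, and by these means it fell further than cluster 9. Its fitted log2 fold change was −1.17 ± 0.23 (edgeR adjusted p = 1.19e-05). Without replicate 1 of enok_KD its log2 fold change was −0.95, short of the stricter definition, and without replicate 2 it was −1.73. The next largest decreases were at cluster 33 (2L, 2499 to 11131; −0.94, edgeR adjusted p = 0.00199), cluster 51 (2L, 22971156 to 22992887; −0.89, 0.0156) and cluster 106 (chromosome 4, 612204 to 623399; −0.84, 0.00199). These 3 clusters did not pass when a mean of at least 100 counts was required, and cluster 51 also did not pass with DESeq2. The decrease at cluster 51 was −0.62 without replicate 1 and −1.24 without replicate 2 of enok_KD. Clusters 53, 27 and 78 were the remaining 3. Clusters 53 and 27 are named after their values were seen (log2 fold changes −0.83 and −0.69).

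An increase was found at cluster 92 (XHet, 170080 to 204036), whose log2 ratio rose from 0.77 ± 0.014 to 1.83 ± 0.20, a fold change of 1.06 ± 0.16 (edgeR adjusted p = 1.60e-09). The H3 counts of cluster 92 were 13766 and 15482 in GFP_KD and 9816 and 9361 in enok_KD, while its H3K23ac counts were 8754 and 6810 in GFP_KD and 8677 and 14165 in enok_KD. Smaller increases were found at cluster 47 (2RHet, 1415904 to 1491914; 0.62, edgeR adjusted p = 0.0264), cluster 4 (X-TAS, 1 to 9872; 0.50, 0.0170) and cluster 79 (2L, 22420341 to 22452436; 0.48, 0.0393). None of these 3 passed under total count scaling, where their fold changes were 0.41, 0.30 and 0.28, and cluster 47 also did not pass under factors taken from the transposon table. The dual-strand cluster 42AB (cluster 1; 2R, 2144349 to 2386719) did not pass. Its log2 ratio was 0.33 ± 0.15 in GFP_KD and 0.66 ± 0.043 in enok_KD, a fold change of 0.32 ± 0.17 (edgeR adjusted p = 0.255) that was 0.20 without replicate 2 of GFP_KD. The uni-strand cluster 2 (chromosome X, 21392175 to 21431907) had ratios of 2.28 ± 0.019 and 2.32 ± 0.090, a fold change of 0.04 ± 0.18 (edgeR adjusted p = 0.950), which was −0.025 without replicate 1 of enok_KD and −0.17 under total count scaling.

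**Figure D1:**
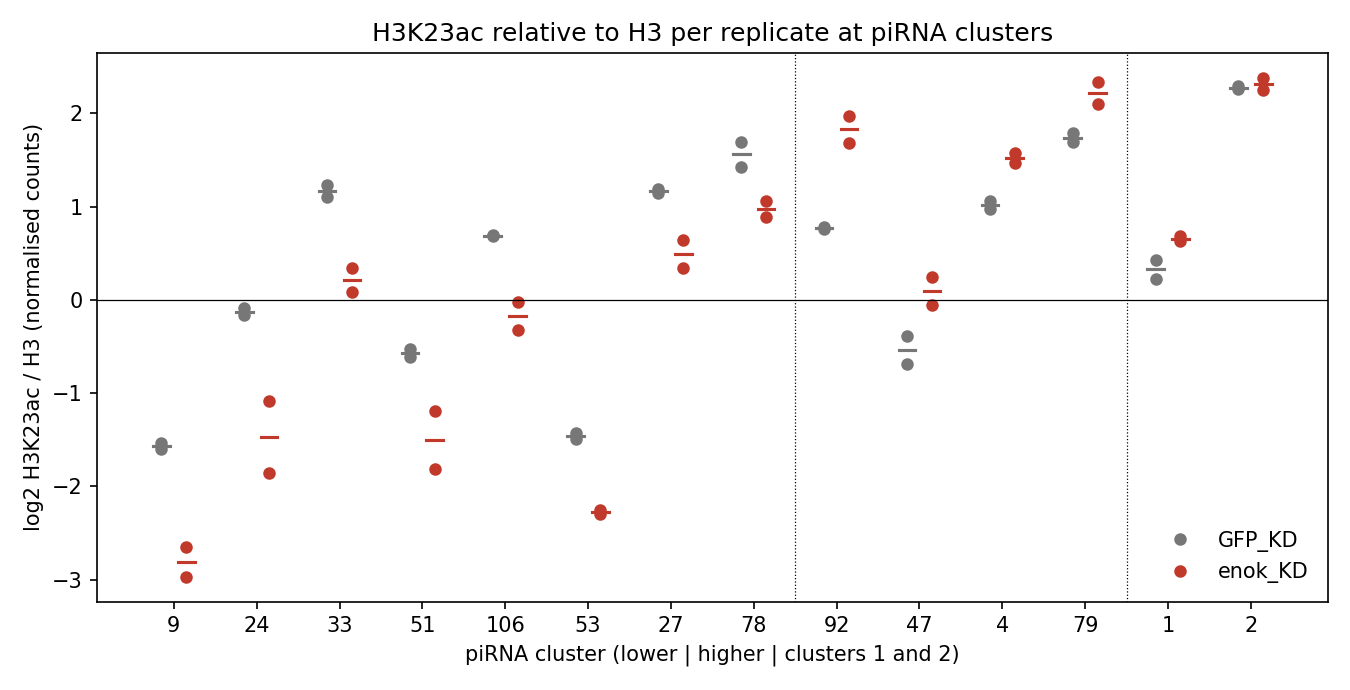
Log2 ratio of H3K23ac to H3 (normalised counts) for each replicate of GFP_KD (grey) and enok_KD (red) at the 8 clusters that were lower, the 4 that were higher, and clusters 1 and 2; bars are means of 2 replicates. Cluster 9 moves from −1.56 to −2.81 and cluster 92 from 0.77 to 1.83, while cluster 2 stays near 2.28.

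Each antibody was then compared on its own, since a change of H3 moves the ratio as well. H3 differed at 14 of 93 clusters (edgeR adjusted p-value under 0.05), 11 higher and 3 lower in enok_KD, and at 22 clusters at an unadjusted p-value under 0.05. This count depended most on the scaling and the test, with 24 clusters (7 higher, 17 lower) under total count scaling and 5 with DESeq2. Among clusters past the threshold, the highest log2 fold changes of H3 were at cluster 9 (1.01 ± 0.11, edgeR adjusted p = 2.42e-16), cluster 19 (0.72) and cluster 130 (0.69). The lowest among them were at cluster 96 (−0.60), cluster 50 (−0.44) and cluster 47 (−0.37). Without replicate 2 of enok_KD, the changes of clusters 19, 130 and 47 shrank to 0.37, 0.41 and −0.23. Of these 6, clusters 19, 130, 96, 50 and 47 did not pass with DESeq2. H3K23ac without H3 normalization differed at 11 clusters, 8 higher and 3 lower, and at 25 clusters at an unadjusted p-value under 0.05. Under total count scaling 31 clusters passed, 1 higher and 30 lower, with a median shift of −0.39. Among clusters past the threshold, the highest log2 fold changes of H3K23ac were at cluster 92 (1.07 ± 0.11, edgeR adjusted p = 1.18e-17), cluster 19 (0.68) and cluster 79 (0.59). The lowest among them were at cluster 27 (−0.84), cluster 33 (−0.55) and cluster 5 (−0.46). Cluster 33 did not pass under DESeq2 size factors, factors taken from the transposon table, a mean of at least 100 counts or voom, and cluster 5 did not pass under factors taken from the transposon table, that filter or DESeq2. Clusters 19 and 79 did not pass under total count scaling, nor did cluster 19 with DESeq2. Cluster 19 rested on 1 replicate, with 0.093 without replicate 2 and 1.02 without replicate 1 of enok_KD. No cluster met the stricter definition of a decrease in H3K23ac alone (0 of 93). By that definition 4 clusters passed under total count scaling and 1 with voom and group quality weights.

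Of the 8 clusters with a lower ratio, 5 had H3 past the threshold and higher, 2 had H3K23ac past the threshold and lower, and 1 had neither. Regardless of the threshold, H3K23ac was lower at all 8 and H3 higher at 7. The medians over the 8 were −0.48 for H3K23ac and 0.38 for H3, so both antibodies contributed. Of the 4 clusters with a higher ratio, 3 had H3K23ac past the threshold and higher and 1 had H3 past the threshold and lower. At cluster 9, H3K23ac alone changed by −0.24 (edgeR adjusted p = 0.202). At cluster 92, H3 alone changed by 0.0022 ± 0.11. The authors' deposited table lists 5 clusters with higher and 1 with lower H3K23ac, and 5 with higher and 0 with lower H3, at an adjusted p-value under 0.05 among 96 clusters. The stricter definition for H3K23ac alone was met by 0 clusters in the authors' deposited table. Those comparisons treat each antibody separately and do not divide by H3.

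**Figure D2:**
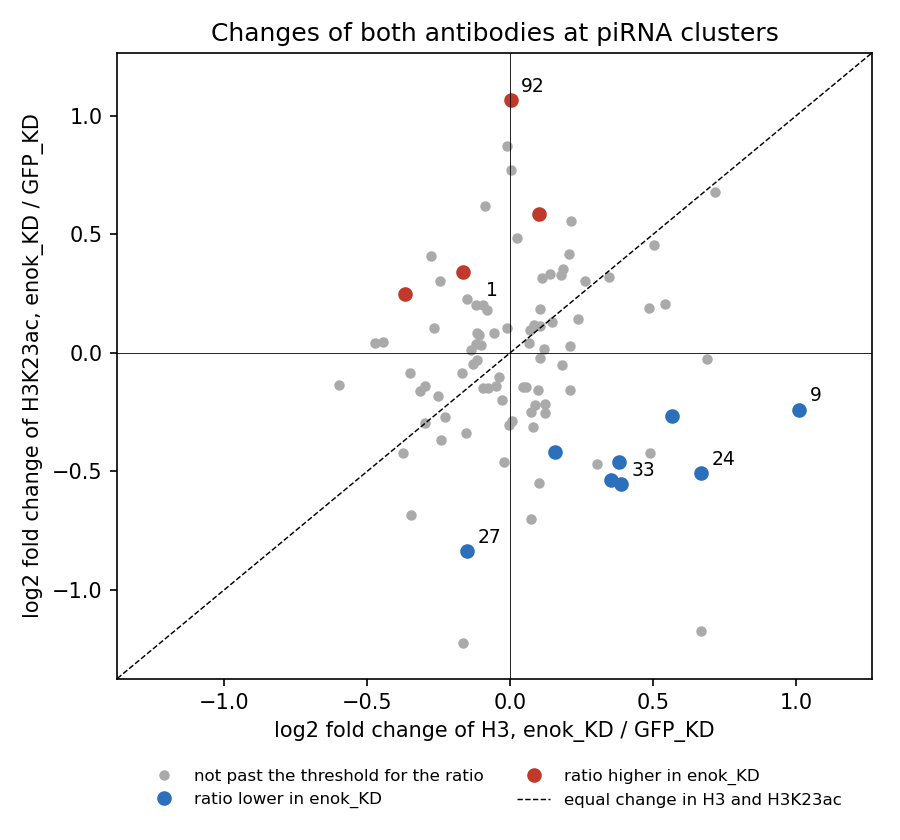
Log2 fold change of H3 (x axis) against that of H3K23ac (y axis), enok_KD over GFP_KD, for 93 piRNA clusters; blue and red points are the 8 clusters with a lower and the 4 with a higher ratio, and the dashed line marks equal change of both. Cluster 9 lies at 1.01 on the H3 axis and −0.24 on the H3K23ac axis, and cluster 92 at 0.0022 and 1.07.

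The ratio within GFP_KD showed which loci carried more or less H3K23ac per H3 than the typical locus in the control knockdown. Among clusters, 36 were higher and 35 lower (edgeR adjusted p-value under 0.05). The split followed the scaling, with 22 higher and 53 lower under total counts and 18 higher and 62 lower under factors taken from the transposon table, which moved the median of all clusters by −0.53 and −0.79. The highest log2 ratios were at cluster 110 (2.56, from a mean count of only 11.75), cluster 2 (2.28) and cluster 19 (2.12), and the lowest at cluster 16 (−1.75), cluster 71 (−1.74) and cluster 9 (−1.56). Among transposon elements, 73 were higher and 66 lower, and 128 were higher and 26 lower under factors taken from the cluster table, with a median shift of 0.79. PLACW_DM (2.00), DMRP1 (1.91) and the Tc1 entry of Rehavkus-1_DY (1.79) had the highest log2 ratios, and the satellite DMSAT6 (−2.78), the LINE element R1-2_DM (−2.47) and the internal part NINJA_I (−2.36) the lowest.

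Next, clusters that depend on Enok for their RNA or piRNAs were examined as lists. The 6 clusters with lower RNA in enok mutants had a median log2 fold change of −0.12 in the ratio, with 4 lower and 2 higher. The list did not stand apart from other clusters (camera p-value 0.650, limma), and its median lay at percentile 25.4 of 10000 random lists. A change of the members as such was not detected either (fry p-value 0.236, limma). Its median was 0.00087 without replicate 1 and −0.31 without replicate 2 of enok_KD. Over all clusters tested 1 member passed, cluster 78 (chromosome 4, 1020285 to 1025978; −0.57 ± 0.21, edgeR adjusted p = 0.0473), and 1 member passed adjusted over the list alone. Cluster 78 did not pass under 5 of the alternatives. The members specific to this list were clusters on 3LHet (1166304 to 1227110; 0.19), which was −0.022 under total count scaling and 0.055 without replicate 2 of GFP_KD, and on 3RHet (185301 to 208455; −0.05), which was 0.20 without replicate 1 of enok_KD and 0.065 without replicate 1 of GFP_KD.

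The 7 clusters that the study selected as having severely lower piRNAs, 4 of which are also in the first list, had a median log2 fold change of −0.39, with 6 lower and 1 higher. The median lay at percentile 0.25 of the 10000 random lists and between −0.50 and −0.32 in the 4 fits that each left out one replicate. The camera test did not pass 0.05 with the preset correlation (p-value 0.0835, limma) or an estimated one (p-value 0.147), while fry did (p-value 0.00338). A change of the members was thus called, but camera did not call it larger than at the other clusters. Over all clusters tested 2 members passed (33 and 78), and 4 passed adjusted over the list alone (5, 33, 42 and 78). The decreases of clusters 5 and 42 were −0.44 and −0.39 (edgeR adjusted p over all clusters 0.113 and 0.152), and that of cluster 29 was −0.18, or −0.068 without replicate 2 of GFP_KD. Cluster 11, at a mean count of 44.875, was −0.23 and became 0.38 without replicate 2 of enok_KD. The single member that rose was 42AB. In GFP_KD the list had a median log2 ratio of 1.55, and its median change was 0.16 for H3 and −0.31 for H3K23ac alone.

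At transposons no element passed an adjusted p-value of 0.05 for the ratio with edgeR and no replicate block (0 of 203, lowest edgeR adjusted p = 0.129). This count depended on the pairing of libraries. When H3 and H3K23ac libraries of the same number were paired by a block within each knockdown, 65 elements passed, 36 higher and 29 lower. At an unadjusted p-value under 0.05 there were 29 elements, 19 higher and 10 lower. With DESeq2 and with voom and group quality weights 5 elements passed, 2 higher and 3 lower with DESeq2 and 1 higher and 4 lower with voom. In 134 of 203 elements (66.0%) both enok_KD ratios lay on the same side of both GFP_KD ratios, 76 above and 58 below, where chance gives 33.3%. The ratios pair libraries by number, and deviations of the enok_KD H3 and H3K23ac libraries correlated at 0.706, which narrows the enok_KD ratios. Elements are not independent either, so the percentage is not a test. H3 was higher at 5 elements and lower at 0 (58 at an unadjusted p-value under 0.05). TLD2 (1.46, edgeR adjusted p = 0.0340), ALUII_DM (1.21, 0.0354) and Copia_LTR (1.19, 0.0341) had the largest rises in H3, and the other two, named after their values were seen, were ROVER-I_DM (1.08) and DMSAT6 (1.01). TLD2 had a mean count of 35.375, and ALUII_DM and Copia_LTR did not pass under DESeq2 size factors, factors taken from the cluster table or a mean of at least 100 counts. The H3 count was moved most by total count scaling, with 48 elements past the threshold, 6 higher and 42 lower, and it was 0 with a mean of at least 100 counts. H3K23ac alone passed at 0 elements (lowest edgeR adjusted p = 0.108), with 32 at an unadjusted p-value under 0.05, 27 higher and 5 lower, and at 4 with DESeq2.

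The transposon families with higher RNA in enok mutants were covered by 9 elements of 6 families, of which 8 were lower and 1 higher in the ratio. BATUMI_I, whose class label names GATE, was not in the list, and its ratio was higher (0.37, edgeR adjusted p = 0.468). The 9 listed elements had a median log2 fold change of −0.15, at percentile 13 of the random lists (camera p-value 0.208, fry p-value 0.0566, limma). The median was −0.20 without replicate 1 and −0.017 without replicate 2 of enok_KD, and −0.087 without replicate 2 of GFP_KD. Without a block, none passed over all elements or adjusted over the list alone (lowest list-adjusted p-value 0.497), and 0 of the 9 had an unadjusted p-value under 0.05. With a block within each knockdown BLOOD_LTR (0.46, edgeR adjusted p = 0.0369) and BURDOCK_I (−0.35, 0.0274) passed over all elements. The element that rose was BLOOD_LTR (0.46 ± 0.24), and the largest decreases were at BARI1 (−0.36 ± 0.30) and BURDOCK_I (−0.35 ± 0.20). These decreases rested partly on single replicates, since BARI1 was −0.14 without replicate 2 of GFP_KD and BURDOCK_I was −0.16 without replicate 2 of enok_KD. BURDOCK_LTR (−0.23), TAHRE (−0.16), BARI_DM (−0.15), HETA (−0.094), BLOOD_I (−0.023) and HMSBEAGLE_I (−0.022) lay closer to 0. All of these but TAHRE changed sign when a single replicate was left out, and TAHRE was −0.039 without replicate 2 of enok_KD, while BLOOD_I and HMSBEAGLE_I were also above 0 under DESeq2 size factors, total count scaling and DESeq2.

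Transposon classes did not move apart as sets. The median log2 fold change of the ratio was 0.08 for 118 LTR elements, 0.19 for 41 LINE elements and 0.02 for 29 DNA elements, with camera p-values of 0.141, 0.142 and 0.141 (limma; 0.142 each after Benjamini-Hochberg adjustment over the 3 classes) and fry p-values of 0.0896, 0.549 and 0.689. Single replicates moved these medians. The LTR median was 0.22 without replicate 2 of enok_KD and 0.13 without replicate 1 of GFP_KD, the LINE median was 0.075 without replicate 1 of enok_KD and 0.11 without replicate 2 of GFP_KD, and the DNA median was −0.10 without replicate 1 of GFP_KD, −0.077 without replicate 1 of enok_KD, 0.072 without replicate 2 of GFP_KD and 0.064 without replicate 2 of enok_KD. The DNA median was also below 0, at −0.023, with a mean of at least 100 counts.

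**Figure D3:**
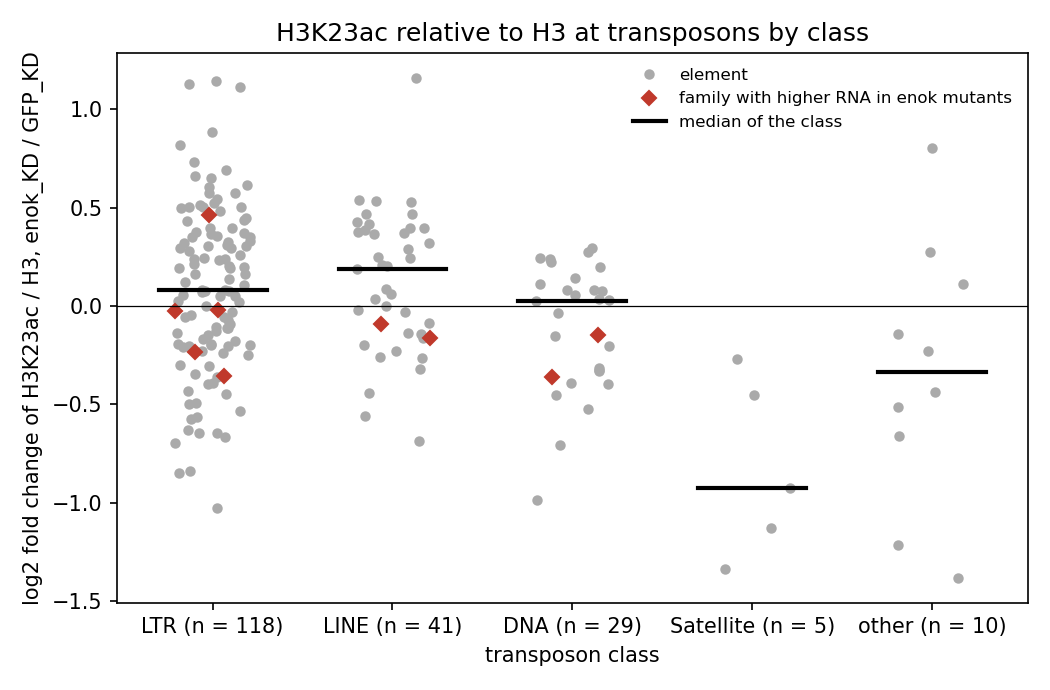
Log2 fold change of the ratio of H3K23ac to H3, enok_KD over GFP_KD, for each of 203 transposon elements by class; bars are class medians and red diamonds are the 9 elements of families with higher RNA in enok mutants. The medians of the LTR, LINE and DNA classes are 0.08, 0.19 and 0.02, and the 5 satellite elements lie between −1.34 and −0.27.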

Values the study reported

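The study reported that 7 of 126 transposon families were activated in enok mutant ovaries. Of the 138 piRNA clusters in its small RNA analysis, 63 (46%) had fewer sense piRNAs and 67 (49%) had fewer antisense piRNAs in the mutants, and 56 (41%) had fewer of both. By ChIP-qPCR, H3K23ac was 2–3 fold enriched at the 5′ regions of rhi and mael over an intergenic region. Enok at the mael 5′ region fell by 43% upon a knockdown in the germline alone, unlike that of these libraries. In the genotypes of these libraries, ChIP-qPCR showed lower H3K23ac per H3 at the rhi 5′ region upon enok knockdown. At the mael 5′ region it was not lower. For H3K23ac ChIP-seq, the study stated that the levels at piRNA clusters and transposons did not decrease in enok_KD ovaries.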

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

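All alternatives below were chosen ahead of the results, except voom with group quality weights, the crossed block and set tests with a block within each knockdown. Among 54 named log2 fold changes, 501 further values were obtained in fits with every library, of which 452 kept their direction and their side of the threshold, 36 kept their direction and no longer passed, 4 newly passed and 9 changed sign. Clusters 9, 24 and 92 passed for the ratio of H3K23ac to H3 in every one of these fits, with log2 fold changes below −1 for clusters 9 and 24. Under DESeq2, 3 named values had no adjusted p-value and were left out of the counts. A mean of at least 100 counts left 45 of the 54 values. The number of clusters with a changed ratio ranged from 8 to 18 over the alternatives (12 in the report), and between 7 and 12 of the reported clusters were shared with each.

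Among all alternatives, scaling by total counts moved the medians of the knockdown comparisons at clusters the most. For the ratio at clusters it gave 18 clusters (1 higher, 17 lower, as compared with 4 and 8), 9 of them shared, and 6 under the stricter definition of a decrease. For H3 at clusters it gave 24 (7 higher, 17 lower, as compared with 11 and 3) and for H3K23ac alone 31 (1 higher, 30 lower, as compared with 8 and 3), with 4 under the stricter definition. For H3 at transposons it gave 48 elements (6 higher, 42 lower). The median of all features moved by −0.21, −0.18 and −0.39 for the ratio, H3 and H3K23ac at clusters, and by −0.21 and −0.16 for H3 and H3K23ac at transposons. The same scaling turned cluster 2 to −0.17, the list member on 3LHet to −0.022, BLOOD_I to 0.025 and HMSBEAGLE_I to 0.022. With DESeq2 size factors the list member on 3RHet turned to 0.0056, BLOOD_I to 0.019 and HMSBEAGLE_I to 0.018, and 2 elements passed for H3 at transposons. That scaling gave 12 higher and 2 lower clusters for H3K23ac alone. With factors from the other table, 3 elements passed for H3 at transposons, 8 clusters were higher and 1 lower for H3K23ac alone, and the list of clusters with severely lower piRNAs reached a camera p-value of 0.0441, where fry gave 0.00338. For the GFP_KD ratio those factors gave 18 higher and 62 lower clusters and 128 higher and 26 lower elements, with median shifts of −0.79 and 0.79. These 2 shifts mirror each other because each table takes the library sizes and factors of the other. With the transposon factors the median log2 ratio in GFP_KD was −0.95 over clusters and 0.14 over elements. The cause of the other changes was not tested.

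A mean of at least 100 counts left 63 clusters and 172 elements. It gave 7 clusters for H3, of which 7 were among the reported 14, and 0 elements for H3 (58 at an unadjusted p-value under 0.05 in the report), and it moved the median of all clusters by 0.16 for the ratio and 0.20 for H3K23ac alone. With DESeq2, 5 clusters and 25 elements passed for H3, 5 elements for the ratio at transposons (2 under the stricter definition) and 4 for H3K23ac alone, and BLOOD_I and HMSBEAGLE_I turned to 0.036 and 0.034. With voom and group quality weights, 23 elements passed for H3, 5 for the ratio (3 under the stricter definition) and 1 for H3K23ac alone, and 1 cluster met the stricter definition for H3K23ac alone. The cause of these changes was not tested. All 5 of the elements reported for H3 passed with voom, and 4 with DESeq2.

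The labels give every group replicate numbers 1 and 2. Deviations of same-numbered libraries from their group means correlated between −0.227 and 0.387 over clusters and between −0.492 and 0.706 over transposons, so the numbers were not taken to pair the knockdowns with each other. H3 and H3K23ac of the same number in 1 knockdown may share chromatin, which is not stated. With the replicate number as a block, 13 clusters passed for the ratio, including all 12 reported, and 0 transposons (29 at an unadjusted p-value under 0.05 in the report), while 1 element passed for H3K23ac alone. None of the 54 named values changed direction or side of the threshold with that block. With a block within each knockdown, 13 clusters and 65 elements (36 higher, 29 lower; 4 under the stricter definition) passed for the ratio. That fit absorbs the correlation of 0.706 between the enok_KD H3 and H3K23ac libraries over transposons, while the GFP_KD libraries correlate at −0.031. The call of no changed transposons therefore depends on the pairing. With that block fry gave a p-value of 0.0264 for the list of severely lower piRNAs, and no other set passed 0.05 with camera or fry. With crossed numbers, 13 clusters and 12 elements (4 under the stricter definition) passed for the ratio, 33 elements for H3 and 10 for H3K23ac alone.

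Leaving out 1 replicate of a knockdown, with both antibodies, leaves groups of 1 library, so fold changes alone were compared. Of the 54 named values, 46 kept their sign in all 4 such fits and 8 changed it. The latter were clusters 2 and 11, the list member on 3RHet and the elements BURDOCK_LTR, BARI_DM, HETA, BLOOD_I and HMSBEAGLE_I, all short of the threshold in the report. The log2 fold change of the ratio ranged from −1.41 to −1.08 for cluster 9, from −1.73 to −0.95 for cluster 24 and from 0.91 to 1.20 for cluster 92. A fit with input libraries was planned and was not run, since they were not analysed here. With 2 replicates per group and as few as 11.75 counts on average at a tested cluster, changes in poorly covered clusters were not detectable at this depth unless large. Of the 93 clusters tested, 63 had a mean of at least 100 counts.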

Other observations

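The tests of replicate spread, cluster 92, satellite elements, H3 at clusters and across transposons, and clusters without reads were chosen only after the result was seen. The tests of internal and LTR parts, of location and of the piRNA list were fixed ahead of their results. They were all run on the same libraries as the report, so each explanation below is a hypothesis.

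The enok_KD replicates spread more than the GFP_KD replicates, and a shared estimate of the spread could have produced calls in the ratio at clusters. When each group was given its own weight, 11 of the 12 clusters passed again, which argues against unequal spread as the source of most of them. At transposons the median absolute log2 difference between enok_KD replicates was 0.298 for H3 and 0.344 for H3K23ac, as compared with 0.180 and 0.259 at clusters.

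Cluster 92 was examined as a source of the shift under total count scaling. Its share of the H3K23ac reads at clusters was 25.5% and 25.1% in GFP_KD and 38.1% and 43.1% in enok_KD, and a single locus of that size lowers every other cluster when totals are equalised. The median log2 fold change of the ratio was −0.23 under total counts and −0.026 with TMM. Without the reads of cluster 92 in the totals it was 0.14, with 5 clusters higher and 5 lower, so it moved past the TMM value. Without clusters 92 and 9 together it was −0.034, with 4 higher and 7 lower, but cluster 9 was added once it was known to move the other way, so this value decides nothing. Reads of cluster 92 and other sources of the shift cannot be told apart, because leaving out the cluster that gained most raises the median in any case.

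What raised H3K23ac at cluster 92 stays open. More DNA copies of the locus in enok_KD ovaries would raise H3 as well, and H3 there changed by 0.0022 (SE 0.110), which argues against it. A pile-up of reads at a few positions, for example from repeats that were collapsed in the genome assembly, could not be examined in counts per cluster. A gain of acetylation upon knockdown of an acetyltransferase remains untested as a biological explanation.

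Cluster 9 fell in the ratio mainly because H3 rose, and a similar pattern was seen at satellite elements in the transposon table. The 5 satellite elements (DMSAT6, SAR_DM, RSP, HSATII and HETRP_DM) were all lower in the ratio, with a median of −0.93 (fry p-value 0.000504, camera p-value 0.000132 with the preset and 0.0165 with an estimated correlation). Their median H3 change was 0.70, with 4 of 5 higher, and their median H3K23ac change was −0.16. The direction held in the ratio for every satellite with a value in 13 further fits, including those that left out a replicate, with medians between −1.04 and −0.82. With edgeR and no block, no single satellite passed an adjusted p-value of 0.05 in the ratio. In that fit 3 of 5 had an unadjusted p-value under 0.05 (DMSAT6 0.00421, RSP 0.00493 and SAR_DM 0.00868). These 3 passed with a block within each knockdown (edgeR adjusted p-values 6.73e-14, 2.39e-10 and 3.01e-13). More satellite DNA in enok_KD ovaries, as a different mix of ploidies could give, would raise H3K23ac along with H3 if it kept the control ratio, and it did not rise. Extra satellite DNA with less acetylation than in the control, or more H3 per DNA, stays open, because the input libraries were not analysed here.

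The same question was put to the 11 clusters with higher H3, a test that took the place of a correlation across all clusters after that correlation had been seen. Their median H3 change was 0.54 and their median H3K23ac change −0.028, with 5 higher and 6 lower, and a median near 0 over clusters that go both ways decides nothing. Cluster 19 (H3 0.72, H3K23ac 0.68) and cluster 128 (0.51 and 0.46) rose past the threshold with both antibodies, as more DNA would give. Cluster 128 was named after its values were seen. Without replicate 2 of enok_KD the rises of cluster 19 were only 0.37 and 0.093. In the authors' deposited comparison neither cluster passed with either antibody. By contrast, 5 of the 11 had a lower ratio past the threshold. For these 11 clusters a DNA content difference shared by both antibodies and its absence cannot be told apart without the input libraries. Across all 93 clusters, which are not independent replicates, the changes of H3 and H3K23ac did not correlate (Pearson r = −0.024, Spearman 0.031, permutation p = 0.822, 0.822 after adjustment over 5 permutation tests). Across 203 transposon elements the correlation was weak (Pearson r = 0.137, Spearman 0.169, permutation p = 0.0519, adjusted 0.0865). There a shared DNA content difference and its absence cannot be told apart, since the value lies near the limit of what 100000 permutations of the elements give and the enok_KD libraries share deviations.

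With edgeR and no block, no transposon passed on its own in the ratio, yet the changes were not only counting noise. For 52 transposons with an internal and an LTR part counted separately, the changes of the 2 parts correlated (Pearson r = 0.509, Spearman 0.505, permutation p = 0.00013, adjusted 0.00065), which counting noise of single elements would not give. Both parts come from the same libraries, so deviations of a library that follow the element, rather than the knockdown, could give the same correlation.

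In GFP_KD the ratio was lower on heterochromatic scaffolds than on chromosome arms, with medians of −0.47 and 0.53 over 46 clusters each (difference −1.01, permutation p = 0.00044, adjusted 0.0011). The change upon knockdown was not shown to depend on location. Its median was 0.049 on heterochromatic scaffolds and −0.055 on arms (difference 0.104, permutation p = 0.184, adjusted 0.231), and with this spread a small effect of location and none cannot be told apart.

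The list of clusters with severely lower piRNAs had a median of −0.39 and a high control ratio, and clusters with a high control ratio might fall together. Against 10000 random lists matched on the control ratio, whose medians centred on −0.039, the median of the list lay at percentile 0.37, which argues against that explanation. A link between loss of piRNAs and a modest drop of H3K23ac per H3 at these 7 clusters is a candidate explanation that rests on the same 8 libraries. It is weakened by camera (p-value 0.0835) and by 42AB, a member that rose. According to the study, some members of the list contain an expressed gene. They are clusters 33 and 42, whose ratios changed by −0.94 and −0.39. Clusters 5, 11, 29 and 78 of the list fell as well (−0.44, −0.23, −0.18 and −0.57). Counts per cluster do not separate reads in a gene from other reads of the cluster. Whether the drop at clusters 33 and 42 lies in their genes therefore stays open. The list is also the study's own selection of labelled clusters, so nothing is said here about other clusters with fewer piRNAs.

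The 46 clusters with 0 reads all lie on the unplaced sequence U, where no cluster had reads, while the lowest total over the libraries for a cluster elsewhere was 36. The pattern is consistent with sequence U having been left out of the alignment by the authors (46 of 46 clusters), and no biological explanation was tested. These clusters give no information on H3K23ac. The stricter definition of a decrease was met by clusters 9 and 24 in the ratio to H3, whereas the study stated that there was no decrease. Its supplement names H3 as the control for normalization but not whether H3 scaled whole libraries or each cluster. In the main fit H3K23ac alone met the definition at 0 clusters, with 0 as well when the p-value was left unadjusted. It was also met at 0 in the authors' deposited table. Total count scaling and voom with group quality weights did give decreases in H3K23ac alone by this definition, as reported above. In the main fit the decreases of clusters 9 and 24 therefore appear only when each cluster is divided by its H3. Whether the study's statement rests on the ratio or on H3K23ac alone was not tested. Both decreases involved a rise in H3, with log2 fold changes of H3 of 1.01 and 0.67. H3K23ac alone changed by −0.24 and −0.51 at clusters 9 and 24.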
